# A Transcriptomic Atlas of Mouse Neocortical Layers

**DOI:** 10.1016/j.neuron.2011.06.039

**Published:** 2011-08-25

**Authors:** T. Grant Belgard, Ana C. Marques, Peter L. Oliver, Hatice Ozel Abaan, Tamara M. Sirey, Anna Hoerder-Suabedissen, Fernando García-Moreno, Zoltán Molnár, Elliott H. Margulies, Chris P. Ponting

## Abstract

In the mammalian cortex, neurons and glia form a patterned structure across six layers whose complex cytoarchitectonic arrangement is likely to contribute to cognition. We sequenced transcriptomes from layers 1-6b of different areas (primary and secondary) of the adult (postnatal day 56) mouse somatosensory cortex to understand the transcriptional levels and functional repertoires of coding and noncoding loci for cells constituting these layers. A total of 5,835 protein-coding genes and 66 noncoding RNA loci are differentially expressed (“patterned”) across the layers, on the basis of a machine-learning model (naive Bayes) approach. Layers 2-6b are each associated with specific functional and disease annotations that provide insights into their biological roles. This new resource (http://genserv.anat.ox.ac.uk/layers) greatly extends currently available resources, such as the Allen Mouse Brain Atlas and microarray data sets, by providing quantitative expression levels, by being genome-wide, by including novel loci, and by identifying candidate alternatively spliced transcripts that are differentially expressed across layers.

## Introduction

Comparative and pathological studies suggest the mammalian cerebral cortex to be the anatomical substrate of higher cognitive functions including language, episodic memory, and voluntary movement (Jones and Rakic, 2010; Kaas, 2008; Rakic, 2009). The cerebral cortex has a uniform laminar structure that historically has been divided into six layers (Brodmann, 1909). The upper layers (1 to 4) form localized intracortical connections (Gilbert and Wiesel, 1979; Toyama et al., 1974) and are thought to process information locally. The deep layers of the cortex, 5 and 6, form longer-distance projections to subcortical targets (including the thalamus, striatum, basal pons, tectum, and spinal cord) and to the opposite hemisphere. Some layer 5 neurons are among the largest cells of the brain and exhibit the longest connections. Layer 6b in mouse neocortex is a distinct sublamina with characteristic connections, gene expression patterns, and physiological properties (Hoerder-Suabedissen et al., 2009; Kanold and Luhmann, 2010).

Understanding how neurons and glia are organized into layers to assemble into functional microcircuits (Douglas and Martin, 2004) is one of the first steps that will be required to relate anatomical structures to cellular functions. Subclasses of pyramidal neurons and interneurons populate specific layers, each characterized by a different depth in the cortex with a specific pattern of dendritic and axonal connectivity (Jones, 2000; Lorente de No, 1949; Peters and Yilmaz, 1993). However, analyzing these laminar differences is difficult and often suffers from subjectivity (Zilles and Amunts, 2010).

The currently available repertoire of markers that allow the distinction of cortical layers and of many neuronal and glial subtypes is rapidly improving because of developments in cell sorting and gene expression analysis (Doyle et al., 2008; Heintz, 2004; Miller et al., 2010; Molyneaux et al., 2007; Monyer and Markram, 2004; Nelson et al., 2006; Thomson and Bannister, 2003; Winden et al., 2009). These molecular tags allow highly specific classes of neurons and glia to be monitored, modulated, or eliminated, thereby providing greater insights into cortical neurogenesis and the classification of lamina specific subclasses of cells.

Laminar molecular markers were first identified by studying single protein-coding genes (Hevner et al., 2006; Molyneaux et al., 2007; Yoneshima et al., 2006) but more recently, high-throughput in situ hybridization (Hawrylycz et al., 2010; Lein et al., 2007; Ng et al., 2010) and microarrays (Oeschger et al., 2011; Arlotta et al., 2005; Hoerder-Suabedissen et al., 2009) have enhanced our understanding of mammalian cortical expression patterns for thousands of genes. However, these probe-based approaches are necessarily tied to existing gene models and exclude thousands of noncoding loci and most alternative splice variants. Despite these limitations and the quality-control challenges posed by industrialized automated histology platforms, the Allen Mouse Brain Atlas is a superb resource for qualitative information on mouse brain gene expression. Although microarrays are more quantitative than in situ hybridizations, they exhibit a narrow dynamic range compared to the six orders of magnitude that are easily spanned by RNA-seq data (Bradford et al., 2010; Trapnell et al., 2010). Instead, we sought to provide accurate and comprehensive genome-wide profiles of transcript and gene expression across cortical cell layers by deep sequencing of both coding and noncoding polyadenylated transcripts across adult mouse neocortical layer samples. Owing to cells traversing layer boundaries and dissection limitations, we constructed naive Bayes classifiers that inferred patterns of layer-specific expression.

## Results

### Gene Expression Levels across Dissected Samples Reflect Known Neocortical Layers

Polyadenylated RNA was extracted from dissections of neocortical layers from eight male, 56-day-old, C57BL/6J mice. RNA samples A-F were derived from six adjacent laminar segments (from superficial to deep layers, respectively) of mouse primary somatosensory cortex (S1) from two sets of four littermates dissected under a binocular microscope with a microsurgical scalpel (Figure 1A). 

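Sequencing of the S1 dissections gave 7 libraries, A, B1, B2, C, D, E and F. Samples A and C to F each held RNA pooled from 8 mice, and B1 and B2 each held RNA from the 4 mice of 1 litter, so that layer 4 was the only segment with replicates (n = 2). For each library the authors deposited the FPKM that cufflinks estimated for Ensembl genes and transcripts and for de novo loci and transcripts, each with the lower and upper bound of its 95% confidence interval. These FPKM are already scaled for the length of the model and for the number of mapped fragments. The interval is the one cufflinks gives for the estimate within a library, and the variation between mice is not part of it. A gene or transcript without a line in the table of a library was taken as 0 FPKM in that library. No listed transcript lies below 5% of the most abundant transcript of its locus, so a minor isoform at 0 may have been left out rather than unexpressed.
The tables hold FPKM and read coverage and no fragment counts. From the ratio of coverage to FPKM, with 50 nt read from both ends of a fragment, the libraries hold an estimated 31.3 M mapped fragments in A, 48.9 M in B1, 74.9 M in B2, 41.6 M in C, 45.9 M in D, 43.8 M in E and 55.4 M in F. Some of the reads of F were longer, which makes its estimate an upper value. The median width of the 95% interval over classifiable genes ran from 10.8% of the FPKM in B2 to 16.8% in A. Between 20457 genes in F and 21547 genes in B2 were listed, 24130 in at least 1 library. Positions are those of mm9, and symbols and biotypes were taken by identifier from GENCODE M21, which names 22021 of these genes. The share of a gene's expression in a segment is its FPKM there over the sum of the 6 segments, with B the mean of B1 and B2.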

Samples B1 and B2 represent biological replicates of the second segment from four littermates each. Subsequently, at least 50 million paired-end cDNA fragments passing Illumina's quality filter were deep sequenced from each dissected sample on the Illumina GA IIx platform, thereby providing a comprehensive genome-wide view of transcription. 

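Above 0.1 FPKM in at least 1 of the 7 libraries were 19973 Ensembl genes, of which the reference annotation calls 14998 protein-coding. The number per library ran from 16935 genes in B1 to 18159 in A. A mean over the 7 libraries above 0.1 FPKM left 14138 protein-coding genes, and a value above 0.1 FPKM in every library left 13179. The 2109 listed genes that the reference annotation does not name were not counted as protein-coding.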

Sequenced cDNA fragments spanned 25% of the mouse genome and overlapped 18,960 protein-coding genes (83%) with 16,340 protein-coding genes (72%) expressed above a level of 0.1 *f*ragments per *k*ilobase of *e*xon model per *m*illion reads mapped (FPKM) (Mortazavi et al., 2008; Trapnell et al., 2010) (Table S1). 

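With the Ensembl genes ranked by their mean FPKM over the 7 libraries, the 692 highest gave 50% of the summed FPKM. They are 3.46% of the genes above 0.1 FPKM in at least 1 library, and without the genes of the mitochondrial genome the share was 4.78%. The mitochondrial genome encodes 9 of the 10 highest genes and 13 of the 20 highest. The 5 highest were mt-Cytb, mt-Nd1, mt-Rnr2, mt-Co1 and mt-Rnr1. For mt-Cytb the FPKM was 11532 in A, 4393 in B1, 11413 in B2, 6024 in C, 5656 in D, 4244 in E and 3398 in F.
Together the mitochondrial genes took 21.8% of the summed gene FPKM in A, 7.76% in B1, 18.2% in B2, 9.79% in C, 9.58% in D, 7.68% in E and 5.03% in F. The replicates of layer 4 thus differed by a factor of 2.35, and all 20 classifiable mitochondrial genes were higher in B2 than in B1, by a median factor of 3.00.

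**Figure D1:**
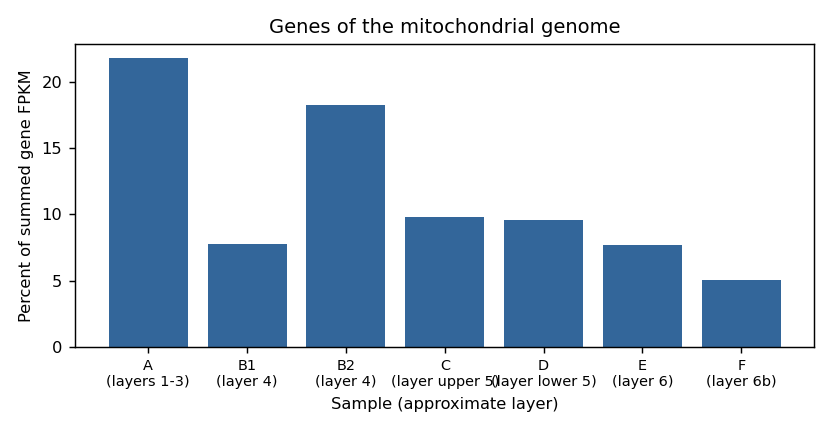
Percent of the summed gene FPKM taken by genes of the mitochondrial genome in each of the 7 S1 samples, 1 bar per sample. Samples A and B2 stand at 21.8% and 18.2%, and B1, from the same layer as B2, at 7.76%.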

Half of all transcripts derived from just 2% of expressed genes and the most highly expressed genes were generally of mitochondrial origin (see also Belgard et al., 2011). 10% of mouse genome sequence located outside of known protein-coding, pseudogene, tRNA, rRNA, and short RNA gene loci, was expressed in at least one sample, including 1,055 long intergenic noncoding (lincRNA) loci (Table S1; Belgard et al., 2011) (Ponting et al., 2009).

Because of layer curvature, cells crossing multiple layers, and dissection limitations, it was not expected that samples should correspond precisely to individual layers. Indeed, although Spearman's rank correlation coefficient for expression levels between B1 and B2 was high at 0.965, overlapping dissections resulted in several higher interpair correlations (see also Belgard et al., 2011). Nevertheless, known marker genes (Lein et al., 2007) for layers 2/3, 4, 5, 6, and 6b demonstrated high concordance between individual samples and specific layers (Figure 1B, Belgard et al., 2011).

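Across the 24130 Ensembl genes listed in at least 1 library, Spearman's rank correlation of FPKM was 0.965 between B1 and B2, and 8 of the other 20 pairs of samples were higher. The highest was 0.979 for C and D, and the lowest 0.907 for A and F. Sample A was closer to B2 (0.942) than to B1 (0.921). These are correlations across genes, which are not independent replicates, so no p is given. Over transcripts instead of genes the correlation between B1 and B2 was 0.771. Among the 11409 genes whose widest 95% interval is at most 50% of their mean FPKM, the absolute log2 ratio of B2 to B1 had a median of 0.31 and a 95th percentile of 1.14. This ratio fell with the GC content of the transcript, with a Spearman correlation of -0.556 across 10597 genes.
The 95% intervals of B1 and B2 did not overlap at 7577 of these genes (66.4%). In 7 of the other 20 pairs the share was lower, down to 34.3% for C and D, and the highest was 85.2% for A and F. Rescaling the libraries by the median of ratios left 66.3% for B1 and B2, with 10 of the other 20 pairs lower, and widening every interval 2 times around its FPKM left 44.4%. The paper attributes the pairs of different segments that correlate more closely than the replicates to overlap between the dissections.

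**Figure D2:**
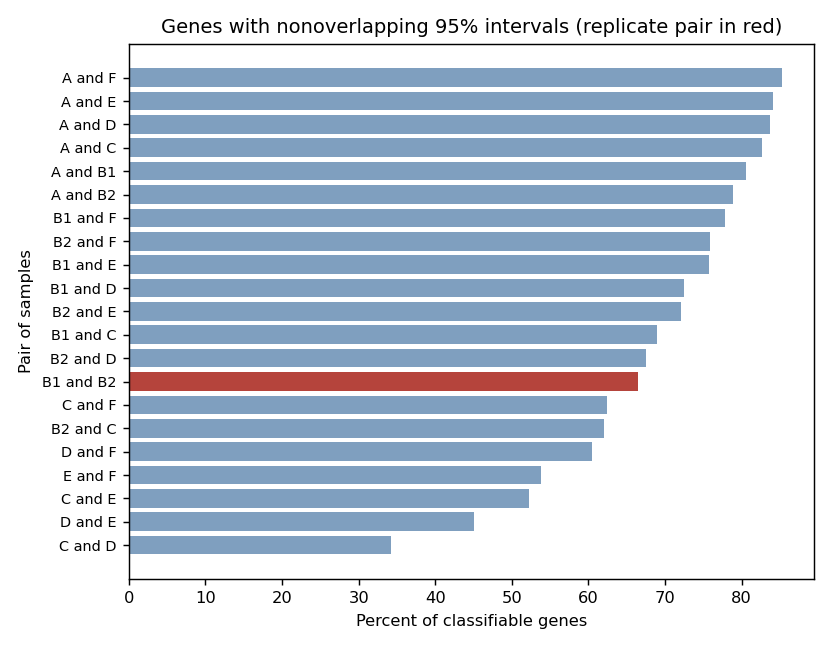
Percent of the 11409 classifiable genes whose deposited 95% intervals do not overlap, for each of the 21 pairs of samples. The replicate pair B1 and B2, in red, stands at 66.4%, between 34.3% for C and D and 85.2% for A and F.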

We compared our RNA-seq results with those previously obtained using microarrays for layer 6 and 6b from anterior cortex (putative S1) of postnatal day 8 mice (Hoerder-Suabedissen et al., 2009). RNA-seq levels for samples E and F were highly and significantly concordant with microarray expression levels for layers 6 and 6b despite methodological differences and the difference in age (Supplemental Experimental Procedures): 85% (147 of 173) of genes whose expression was found, with microarrays, to be significantly lower in layer 6 versus 6b also showed lower expression in sample E versus F; significant concordance was also found for 87% (385 of 441) of genes significantly lower in layer 6b versus 6, compared with sample F versus E (each test, p < 2 × 10^−16^, two-tailed binomial test relative to a probability of 0.5).

### Thousands of Genes Are Patterned across Neocortical Layers

We next predicted 6,734 “patterned” genes that are preferentially expressed in one or more layers and 5,689 “unpatterned” genes that were expressed more uniformly across all layers. For this, layer expression for 2,200 genes annotated from in situ hybridization images (see also Belgard et al., 2011) was used for training a naive Bayes classifier for each layer 2–6b. (Annotated marker genes were insufficient to permit training of a reliable classifier for layer 1.) These curations are generally consistent with the literature and other expression data sets (Allen Institute for Brain Science, Top 1,000 Genes Analysis: Validation of Frequently Accessed Genes in the Allen Mouse Brain Atlas, http://mouse.brain-map.org/pdf/Top1000GenesAnalysis.pdf, 2010). A classifier was also constructed to separate patterned from unpatterned genes. Classifier generalization accuracies were assessed with 10-fold cross-validation (Figure 1C; Table 1; Figure S1), and smoothed calibration curves were constructed for the resulting predicted probabilities to arrive at accurate estimates of enrichment likelihood (Figure S2). Finally, these classifiers were applied to both known and previously unknown genes and transcripts (Table S2; Belgard et al., 2011). A total of 11,410 known genes (10,261 protein-coding) were expressed at sufficiently high levels for their layer patterning to be classifiable. 

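Applied to the deposited intervals, the limit of 50% of the mean FPKM on the widest interval kept 11409 Ensembl genes, 47.3% of those listed, and 14922 transcripts. The reference annotation calls 9726 of these genes protein-coding and does not name 608. With the limit at 25% of the mean, 7452 genes were kept, and with the limit at 100%, 14591. The kept genes had a median mean FPKM of 8.82, against 0.132 for the others. The limit does not exclude all weakly expressed genes, since 1265 kept genes had a mean below 1 FPKM, with the lowest at 1.73e-05. Of the kept genes, 387 are missing from the table of at least 1 library.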

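All 11 classical markers of Figure 2A had their highest FPKM in a sample of a layer that the figure outlines for them. The outlines are classifier predictions made from the same 7 libraries and are not independent of the FPKM. Cux1, Cux2, Plxnd1 and Kcnip2 were highest in B1, with 38.1, 43.5, 24.1 and 87.8 FPKM. Tmem200a and Fezf2 were highest in C, with 6.72 and 26.0 FPKM. Sema3e, Ighm and Tbr1 were highest in E, with 11.1, 76.6 and 73.5 FPKM, and Ppp1r1b and Ctgf in F, with 151 and 167 FPKM. Ctgf fell to 31.4 FPKM in E and 3.53 in D. The replicates of layer 4 differed by more than their intervals at several of these genes, as in Cux2 with 43.5 FPKM in B1 (95% interval 41.9 to 45.0) and 28.6 in B2 (28.1 to 29.0). Without B1, 10 of 11 markers remained in an outlined layer, with Plxnd1 highest in C at 16.4 FPKM against 16.2 in B2. After rescaling by the median of ratios, Cux1 and Cux2 were highest in A, which is also outlined for them.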

Predicted layer expression patterns typically recapitulated both the literature (Figure 2A) and the results of the high-throughput curation-based approach (Table 1).

Upon correcting for false positives and false negatives, we found that an estimated 5,835 of these 11,410 classifiable known genes (51%) were expressed preferentially in one or more layers (Table 1, Supplemental Experimental Procedures). 

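The classifiers rest on in situ annotations, so a test on the expression values alone was added. The limma moderated F-test on log2(FPKM + 0.1) across the 6 segments found 0 of the 11409 classifiable genes at an adjusted p of 0.05 (Benjamini-Hochberg), with a smallest adjusted p of 0.205, and 2111 genes at an unadjusted p of 0.05. Its spread comes from B1 and B2 alone, with 1 residual degree of freedom, and the single libraries of the other segments are assumed to vary like them. In simulated values with that spread, 0% of the genes raised 256-fold in 1 of the segments without replicates passed, so a count of 0 in this set does not show that its genes are unpatterned. Among the 13164 genes with a mean of at least 1 FPKM, classifiable or not, 52 passed. A linear and quadratic trend with the position of the segment, which leaves 4 residual degrees of freedom, was significant at 4968 genes (43.5%). The trend was significant at 6611 genes without B1 and at 4213 without B2. These trend fits used FPKM that were not rescaled. The median-of-ratios factors of the libraries rise with depth, from 0.766 in A to 1.15 in F. A gene with no pattern can thus show a trend, and the trend counts may partly reflect the scale of the libraries. The paper estimates its number from the predictions of the classifiers, with their precision and recall.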

Among protein-coding genes, 4,464 (44%) had a higher calibrated probability of being enriched in at least one layer than of being unpatterned. Transcripts from 66 lincRNA loci (see below) were classified as being patterned (Table S7).

Of 291 genes encoding receptors and ion channels, 108 were expressed highly enough to be classified and 82 of these were predicted to be patterned across the layers (Table S3). 

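Figure 2B shows 20 receptor genes, and 12 of them had their highest FPKM in a sample of the layer with the highest calibrated probability in Table S3. These were Adra1b, Hrh3 and Ptger4 in C, Gabrg1 and Htr1a in D, Chrm2 and Chrna7 in E, and Chrna4, Glra2, Grik3, Rxfp1 and Sstr4 in F. Adra1d, Grm2, Htr7 and S1pr3, with their highest probability in layers 2/3, were highest in B1, with 46.5, 46.9, 4.69 and 3.28 FPKM. Htr1f, Ntsr1 and P2ry12 were highest in E in place of F, with 3.11, 5.51 and 7.25 FPKM. In 19 of the 20 genes the layer of the highest sample had at least 50% of the highest probability, and Grik2 was the exception. Its FPKM was 8.87 in C (95% interval 7.31 to 10.4), 10.1 in D (8.89 to 11.2) and 10.3 in E (8.94 to 11.6), and these intervals overlap. The probabilities were computed by the authors from the same 7 libraries and are not independent of the FPKM.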

Layer enrichment probabilities of the 20 most highly patterned receptors are shown in Figure 2B and are generally consistent with previous observations (Table S3).

Some of this patterning reflected known cell types. Neuron-enriched genes (≥1.5-fold; Cahoy et al., 2008) were 63% more likely to be patterned than unpatterned (p < 0.0001; two-tailed Chi-square test with Yates correction). There were no significant differences among the layers in their proportions of neuron-enriched genes, suggesting these differences in neuron-enriched genes may reflect laminar diversity of neuronal subtypes rather than differences in relative populations of neurons in aggregate. In contrast, astrocyte-enriched genes (≥1.5-fold; Cahoy et al., 2008) were 17% less likely to be patterned than unpatterned (p = 0.0007; two-tailed Chi-square test with Yates correction). 

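Of 12 oligodendrocyte genes listed before the data were examined, since the published list is not among the files, all 12 were classifiable and highest in F. Their median share of expression in E and F together was 75.2%, and the lowest and highest shares were 72.0% for Opalin and 78.4% for Mobp. The median exceeded that of all 10000 random lists matched on mean FPKM. It was 72.9% after rescaling by the median of ratios, the alternative among those set beforehand that moved it most. The median share was 56.2% in F, 19.1% in E and 2.11% in A. The FPKM of Mbp rose from 172 in A to 460 in B1, 469 in B2, 922 in C, 1203 in D, 2291 in E and 6954 in F.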

Oligodendrocyte-enriched genes (Cahoy et al., 2008) were found almost exclusively in the deepest samples (see Belgard et al., 2011), matching previous observations that oligodendrocytes are rare in the neocortex except in the deepest layers (Tan et al., 2009). Likewise, the gene encoding the specific and robust microglia marker F4/80 (Cucchiarini et al., 2003; Perry et al., 1985) monotonically increased in expression with samples derived from deeper layers.

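The gene of F4/80, listed as Emr1 (ENSMUSG00000004730) on chromosome 17, had an FPKM of 0.227 in A, 0.665 in B1, 0.604 in B2, 0.95 in C, 1.18 in D, 1.10 in E and 1.47 in F. From A through the mean of B1 and B2 to F it rose in 4 of 5 steps and fell from D to E. The 95% intervals of all neighbouring segments from B to F overlap, with 0.599 to 1.75 in D, 0.639 to 1.55 in E and 0.990 to 1.96 in F. In A the interval ended at 0.310, below the 0.322 at which that of B2 began. The gene is not classifiable by the width of its intervals.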

### Isoform Switching across Layers

Two thousand three genes had at least two transcript isoforms that were each classifiable. One thousand six hundred forty-six of these genes (82%) showed differential patterns of alternative splicing across sequenced samples (Table S5). 

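At least 2 classifiable isoforms were found for 2010 Ensembl genes. In 1653 of them (82.2%), 1 isoform was higher in the first and another in the second sample of some pair, by nonoverlapping 95% intervals in both. The same criterion was met by 780 genes (38.8%) between B1 and B2, the replicates of 1 segment. In the other 20 pairs the number ran from 391 genes for C and E to 716 for A and B1. After rescaling by the median of ratios, A and B1 had 788 genes and B1 and B2 784, and with all transcripts they had 1084 and 1082. Without the pair B1 and B2, 1606 genes met the criterion in at least 1 pair. With every interval widened 2 times around its FPKM, 1224 genes met it (60.9%), and 567 between B1 and B2. Without B1 or B2 in turn, 1509 and 1519 genes met it. The paper concludes from this criterion that splicing differed across the samples.

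**Figure D3:**
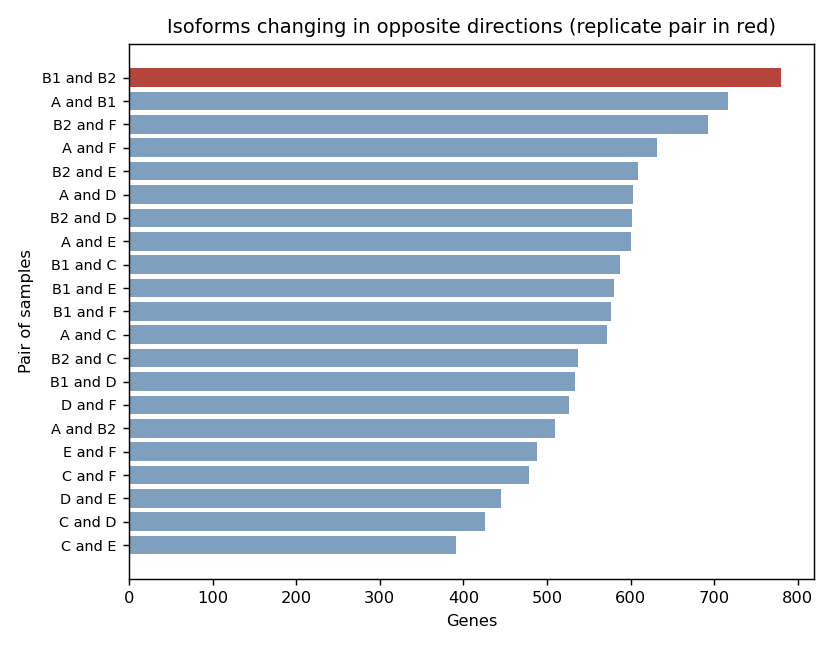
Number of genes with classifiable isoforms changing in opposite directions, by nonoverlapping 95% intervals, for each of the 21 pairs of samples. The replicate pair B1 and B2, in red, has 780 genes and the other pairs have 391 to 716 on the deposited scale plotted, while after rescaling A and B1 have more (788 against 784).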

Seven hundred nineteen genes, including eight encoding receptors, additionally had divergent predicted patterns of layer enrichment (Figure 3; Table S4). The differential splicing across layers of *Mtap4*, the most connected hub gene in Alzheimer's disease (Ray et al., 2008), is one example of the potential neurological relevance of this set (Figure S4). *Mtap4* encodes isoforms of MAP4 with differing microtubule-stabilization properties (Hasan et al., 2006) that have been proposed to regulate the dynamic behaviors of extending neurites (Hasan et al., 2006), structures lost or altered in the earliest stages of Alzheimer's disease (Knobloch and Mansuy, 2008). 

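Mtap4 (ENSMUSG00000032479) lies on chromosome 9 of mm9 from 109833962 to 109986450, and 3 of its isoforms are listed in all 7 libraries. ENSMUST00000065171 was the most abundant isoform in A, B1, B2, C and D, with 68.9%, 71.9%, 66.0%, 59.6% and 49.8% of the summed isoform FPKM. ENSMUST00000072772 was the most abundant in E and F, with 47.5% and 61.4%. Its FPKM rose from 3.32 in A (95% interval 2.24 to 4.40) to 24.7 in E (22.7 to 26.7) and 61.8 in F (59.0 to 64.6). The FPKM of ENSMUST00000065171 was 44.1 in B1 and 31.2 in B2, and 17.7 in E and 19.0 in F. The isoform ENSMUST00000035055, which is not classifiable, took between 8.69% in B1 and 19.7% in F.

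**Figure D4:**
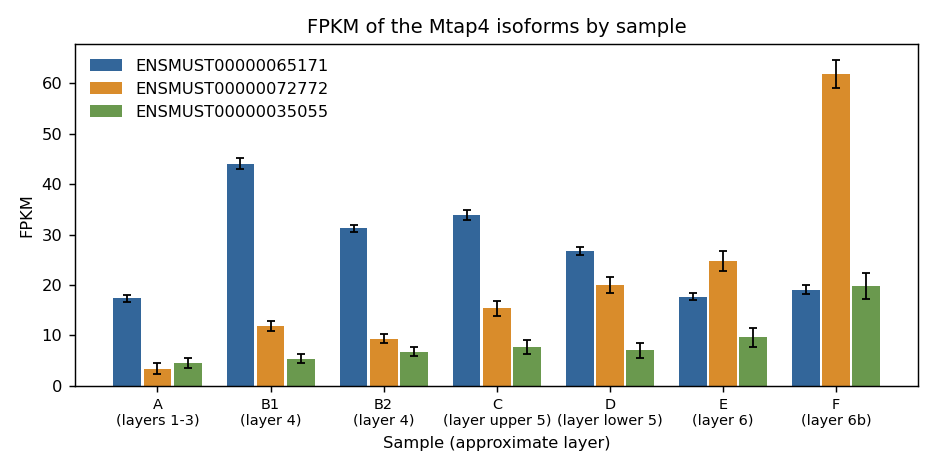
FPKM of 3 Mtap4 isoforms in the 7 S1 samples, with error bars for the deposited 95% interval of each estimate. The bar of ENSMUST00000072772 is the tallest in E and F, at 24.7 and 61.8 FPKM, and that of ENSMUST00000065171 in the other samples.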

Most Alzheimer's disease genes were enriched in either layers 2/3 or layer 5 (Figure 4B; Table S6), which were dominated by an isoform having an additional tau domain compared to the isoform that dominated layers 6 and 6b (Figure S4). We found that in situ hybridization was sometimes unable to detect minor isoforms in the cortex that were clearly detectable by RNA-seq, which once more underscores the greater dynamic range of transcriptome sequencing.

The set of genes with differentially expressed alternative transcripts also reflected the action of splicing factors. For example, the splicing factor Fox-2, encoded by *Rbfox2*, is known to be sufficient for exon inclusion in *Ewsr1* in a dose-dependent manner (Underwood et al., 2005), producing a brain-enriched isoform (Melot et al., 2001). Consistent with this, we found the FPKM of *Rbfox2* across samples was strongly correlated with both the isoform fraction (*r* = 0.85; p < 0.01, one-tailed) and the FPKM of the brain-enriched *Ewsr1* isoform (ENSMUST00000102930; *r* = 0.87; p < 0.01, one-tailed). In contrast, the total FPKM of *Ewsr1* was significantly correlated neither with the isoform fraction (*r* = −0.47; not significant) nor with the FPKM of this brain-enriched isoform (*r* = 0.19; not significant).

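Over the 7 libraries, the FPKM of Rbfox2 and the deposited fraction of ENSMUST00000102930 had a Pearson r of 0.923 (1-sided exact permutation test, p = 0.00575, adjusted p = 0.0115 over a family of 4 relations). Their Spearman rho was 0.821 (p = 0.0171, adjusted p = 0.0341). Rbfox2 and the FPKM of this isoform had an r of 0.871 (1-sided exact permutation p = 0.00575, adjusted p = 0.0115) and a rho of 0.893 (p = 0.00615, adjusted p = 0.0246). The FPKM of Rbfox2 was 15.3 in A, 30.3 in B1, 24.9 in B2, 35.1 in C, 33.8 in D, 35.8 in E and 31.7 in F. The fraction was 3.43% in A, 14.5% in B1, 5.36% in B2, 17.4% in C, 12.7% in D, 15.4% in E and 14.2% in F.
Samples A and B2 lie farthest from the median of Rbfox2. Without them r was 0.461 for the fraction (1-sided exact permutation p = 0.242, n = 5) and 0.603 for the isoform FPKM (p = 0.15, n = 5), over a narrower range of Rbfox2. After rescaling by the median of ratios, r was 0.897 for the fraction and 0.736 for the isoform FPKM, the latter with an adjusted p of 0.0996 by the exact test. Without B2 the adjusted exact p was 0.0806 for both (r = 0.954 and 0.897), and without B1 it was 0.0333 for the fraction (r = 0.937) and 0.05 for the isoform FPKM (r = 0.879). For rho, the adjusted exact p was 0.0583 for both relations without B1, and also with B1 and B2 averaged to 1 segment. It was 0.136 for the fraction and 0.117 for the isoform FPKM without B2, and 0.0135 and 0.267 after rescaling. The isoform FPKM of the replicates was 1.77 in B1 (95% interval 1.38 to 2.16) and 0.712 in B2 (0.468 to 0.956). The paper sets these relations beside a dose-dependent effect of Fox-2 on Ewsr1 known from earlier work.

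**Figure D5:**
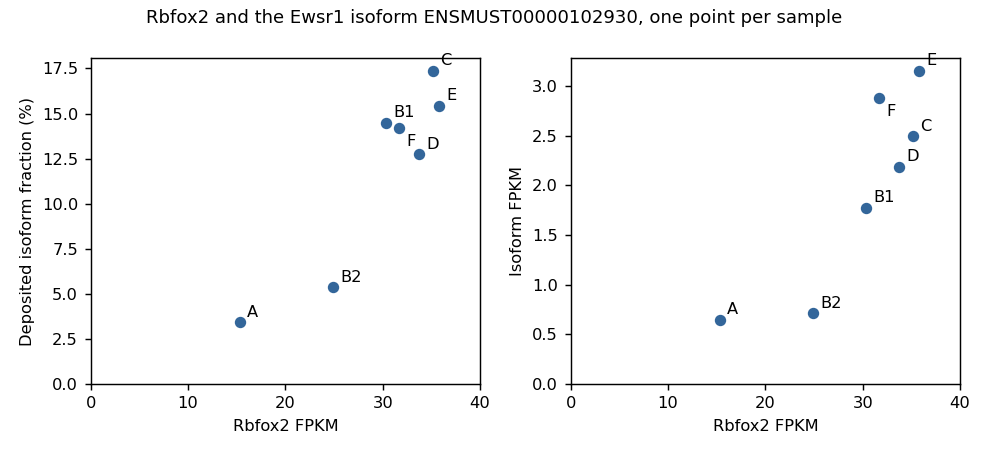
FPKM of Rbfox2 against the deposited fraction of the Ewsr1 isoform ENSMUST00000102930 in percent (left) and against its FPKM (right), with 1 point for each of the 7 S1 samples. Samples A and B2 lie at the low end of both axes, with fractions of 3.43% and 5.36%.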

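The total FPKM of Ewsr1 had an r of -0.242 with the deposited isoform fraction (2-sided exact permutation p = 0.56, adjusted p = 0.652) and a rho of -0.429 (p = 0.354). With the isoform FPKM its r was 0.187 (2-sided exact permutation p = 0.652, adjusted p = 0.652) and its rho 0.0714 (p = 0.906). Rescaling by the median of ratios turned the second relation to an r of -0.305. Without A and B1, the samples farthest from the median of Ewsr1, r was 0.363 for the fraction and 0.729 for the isoform FPKM (2-sided exact permutation p = 0.642 and 0.158, n = 5). The total FPKM of Ewsr1 was 27.6 in A, 11.4 in B1, 17.1 in B2, 16.9 in C, 19.4 in D, 26.7 in E and 26.1 in F.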

### Biological Associations for Genes Expressed Highly in Specific Layers

Genes that exhibited patterned expression were, in general, very different from those expressed more evenly across the cortical layers. They were more likely to encode specific receptor types and proteins involved in synaptic transmission and ion transport (Figure 4A; Belgard et al., 2011). By contrast, unpatterned genes tended to possess housekeeping cellular roles that less often contribute to cell type-specific functions. An exception to this housekeeping generalization is mitochondrial genes, which were significantly and strongly enriched in layer 5 (Table S6). 

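The 26 classifiable genes of the citrate cycle, from a list of 27 written before the data were examined, had a median share of 38.7% of their expression in C and D together. Every random list matched on mean FPKM had a lower median. The share ran from 30.0% for Idh2 to 45.4% for Sucla2. The 75 classifiable nuclear genes of oxidative phosphorylation had a median share of 35.1% in C and D, at percentile 92.1 of the random lists, with 24.8% for Atp5g1 and 43.6% for Ndufs1 at the ends. Their largest median share in a segment was 21.7% in A, above all random lists. The shares in C and D were 17.4% and 17.5%, against 13.4% in B, 15.1% in E and 14.2% in F. A high share in A lowers the shares of the other segments. These genes have short transcripts (median 636 nt), and against lists matched on length the share in A was at percentile 79.5. In C and D together they reached percentile 98.9 without B2 and 41.2 without B1. After rescaling by the median of ratios the citrate cycle genes had 36.7% in C and D, and the oxidative phosphorylation genes 32.3%, the latter at percentile 57.7.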

We note that the extremely large layer 5 pyramidal neurons, which are the only cell types that extend axons beyond the skull, are known to have high energetic demands (Guillemot et al., 2006; Molnár and Cheung, 2006; Molyneaux et al., 2007). Unpatterned genes appear to be more important in early development: they were significantly more likely to result in prenatal lethality when disrupted in mice (Figure 4A).

Cells in cortical layers are proposed to have differing biological roles. We sought transcriptomic evidence for these roles by identifying, for each layer in turn, molecular annotations of genes that were more abundant than expected from a bias-corrected random sampling of all 11,410 classifiable genes (Supplemental Experimental Procedures; Belgard et al., 2011). Molecular annotations were drawn from a variety of sources, including the Gene Ontology (Ashburner et al., 2000), genomic intervals associated with human diseases and traits identified by genome-wide association studies (Chen et al., 2010), and mouse knockouts (Blake et al., 2011), and only results retained after application of a 5% false discovery rate threshold for each set are reported.

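Table S3 holds 5 classifiable NMDA receptor subunit genes, Grin2a, Grin2b, Grin2c, Grin2d and Grin3b. Their median share of expression in A was 21.9%, at percentile 95.0 of random lists matched on mean FPKM and at percentile 86.3 of lists matched on GC content as well. Grin2b and Grin2d were highest in A. The FPKM of Grin2b was 153 in A (95% interval 147 to 158) and between 21.6 in D and 33.6 in B2 elsewhere. Grin2d had 4.00 FPKM in A and 3.97 in B1, with overlapping intervals, and 2.25 in B2. Grin2a, Grin2c and Grin3b were highest in B1, with 14.2, 14.1 and 0.258 FPKM, against 8.47, 12.1 and 0.210 in A. Grin3b is weakly expressed, with a mean of 0.179 FPKM and 0.220 in F. Its highest sample was A after rescaling, and F once the trend of each library with GC content was removed. With the mean of B1 and B2 for layer 4, or without B1, 3 of the 5 genes were highest in A, and after rescaling by the median of ratios 4 were.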

Expression of genes encoding subunits of the NMDA receptor were enriched in layers 2/3: expression of all five classifiable genes were identified as being significantly concentrated in these layers, a number much higher than expected simply by chance (Figure 4C). NMDA receptor subunits are expressed across the cortex and, despite being largely responsible for physiological responses of cells in layers 5 and 6, they are known to be preferentially expressed in layers 2/3 (Conti et al., 1997; Currie et al., 1994). In subsequent replications (see below), a majority of layer-enriched NMDA receptor subunit genes were enriched in layers 2/3 (Table S6). Genes encoding proteins localized to the extracellular space or region were expressed at significantly higher levels in layers 2/3, 4, 6, or 6b (Table S6). Surface markers in brain cells are often involved in various signaling processes, from guidance to synapse formation (Maruyama et al., 2008; Uziel et al., 2006; Yamamoto et al., 2007).

We identified significant association of layer-enriched expression for genes whose human orthologs lie within genomic intervals previously associated with disease. In particular, mouse orthologs of human type 1 diabetes- and rheumatoid arthritis-associated genes were unusually abundant among layers 2/3-enriched genes (Figure 4C, Table S6). These findings reflected nearly all of these genes' locations being within the major histocompatibility complex (MHC) region. Indeed, genes in the MHC region were 34% more likely than randomly selected genes (p < 10^−6^; case resampling bootstrap) to have enriched expression in layers 2/3. Many of these examples are confirmed by in situ hybridizations in the Allen Mouse Brain Atlas (Figure S5). It was the nonimmune genes of the MHC region whose expression was particularly enriched in layers 2/3 (Figure S5) and that contributed to the significant associations observed with these two diseases. 

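The MHC region was taken as positions 33900000 to 37400000 of chromosome 17 in mm9, since the paper's text does not give its limits. Of the 181 listed genes in it, 85 were classifiable. Their median share of expression in A was 16.9%, against 12.3% for random lists matched on mean FPKM, and lay above all of them. Of these genes, 29 were highest in A. Shares in A ran from 2.21% for Mog to 40.6% for Gm4577. The largest median share in a segment was 17.5% in F, at percentile 9.79, but it was in A after rescaling by the median of ratios or removal of the GC trend. These genes are rich in GC (median 56.8% of the transcript), and samples A and B1 gave relatively more FPKM to such transcripts than the other samples did. Matched on GC content as well, the median in A was at percentile 91.7, against a random median of 15.6%. Once the trend of each library with GC content was removed, it was at percentile 88.2. Both comparisons by GC content were chosen after the data had been seen. After rescaling by the median of ratios the share in A was 22.1%.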

In subsequent replications, a majority of layer-specific MHC genes and a large minority of all MHC genes were again enriched in layers 2/3 (Table S6).

Another apparent disease association links mouse genes preferentially expressed in layer 5 with human genes in the Parkinson's disease pathway (Figure 4B). This, however, is likely to reflect the involvement of mitochondrial dysfunction in Parkinson's disease (Abou-Sleiman et al., 2006; Burbulla et al., 2010) and the prominent expression of mitochondrial and metabolic genes in this layer (Table S5; Table S6). For example, *Lrrk2*, whose human ortholog is mutated in familial Parkinson's disease (Abou-Sleiman et al., 2006), is expressed prominently in rodent neocortical layers 2/3 and 5 (this study; Lein et al., 2007), specifically pyramidal neurons, and is associated with mitochondrial markers (Biskup et al., 2006). 

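Lrrk2 (ENSMUSG00000036273), on chromosome 15, had an FPKM of 4.64 in A (95% interval 3.41 to 5.87), 7.99 in B1 (7.48 to 8.51), 8.93 in B2 (8.14 to 9.71), 8.08 in C (7.52 to 8.64), 7.12 in D (6.63 to 7.61), 6.29 in E (5.86 to 6.71) and 3.99 in F (3.57 to 4.41). The intervals of B1, B2 and C overlap, and those of A and F lie below them. The share of its expression was 21.9% in B, 20.9% in C, 18.5% in D and 16.3% in E, and lower in A and F.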

In subsequent replications, nearly half of Parkinson's disease-related genes were enriched in layers 2/3 and nearly half in layer 5 (Table S6). Twenty-nine of the thirty-six genes with known enrichments from in situ hybridization were manually curated as enriched in layer 5 (Table S6).

### Gene Sets and Functional Differences Replicated in the Dorsal Cortex and Lateral Cortex

We subsequently replicated these gene sets and functional differences in both dorsal cortex (including, but not limited to, S1) and lateral cortex (not overlapping S1; including, but not limited to, S2) in experiments involving different mice, a different dissecting anatomist, different technicians making the cDNA, sequencing libraries with a different protocol, updated sequencing chemistry and software, different filtering criteria, and additional variables used to train the classifiers (Supplemental Experimental Procedures). The overall concordance rates for genes of the two replication predictions with the original predictions ranged from 64%–96%, and a majority of genes predicted to be enriched in one experiment were also predicted to be enriched in the other (Table 2). All but one of the 39 significant functional differences in Table S6 were changed in the same direction in both replication sets, and 87% of these, including all disease associations, also had a replicated p value smaller than 0.05 in either dorsal or lateral cortex (Table S6). Most, but not all, genes were similar in patterning between dorsal and lateral cortex (Figure S6), confirming previous observations (Hawrylycz et al., 2010).

### LincRNA Expression Varies across Neocortical Lamination

We next turned to the 1,055 lincRNA loci, expressing 1,879 multiexonic transcripts (see also Belgard et al., 2011), which we identified as being expressed in the cortical cell layers, usually at low levels. A large majority (67%) of these loci were novel, in that they had no overlap with annotated noncoding RNA loci (Rhead et al., 2010), likely because of their low expression. Sequence constraint, an indicator of functionality, for these loci was similar to that seen for other lincRNA locus sets (Marques and Ponting, 2009) (Figure S7; Belgard et al., 2011). These lincRNA loci also exhibited experimental hallmarks of transcribed loci; they significantly overlapped DNase I hypersensitivity sites and histone methylation marks that are associated with active transcription in neuronal precursor cells (Figure S7).

Some lincRNA loci have been predicted (Ponjavic et al., 2009), and experimentally verified (Ørom et al., 2010), to act in *cis* by regulating the expression of genomically proximal protein-coding genes. Some lincRNAs expressed in our cortical samples may also possess such functions, particularly in the regulation of patterns of expression across cortical layers. This is supported by patterned protein-coding gene loci being 39% more likely to be adjacent to one or more of these lincRNA loci than expected by chance (p < 10^−4^), and lincRNA expression across cortical layers being more often correlated, positively or negatively, with expression of their protein-coding genomic neighbors if these genes were patterned than if they were unpatterned (p < 0.02; see also Supplemental Experimental Procedures and Belgard et al., 2011). Furthermore, we found a significant enrichment of cortical lincRNA transcription across enhancers defined in in vitro neuronal culture (Kim et al., 2010) (2-fold increase, p < 10^−4^). Finally, because Evofold-predicted (Pedersen et al., 2006) RNA structures were substantially enriched in these transcripts (2-fold increase, p = 2 × 10^−3^), the activity of some cortical lincRNAs is likely to be mediated by their secondary structures.

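Table S7 names 76 patterned lincRNA transcripts, which belong to 64 de novo loci in the deposited tables. All 76 meet the limit on interval width. In 20 of them the transcript is listed in all 7 libraries, and in 15 it is listed in a single library. The highest FPKM of a transcript in any sample had a median of 0.948 and ran from 0.148 to 194. From coverage and transcript length, a median of 37.5 fragments lie behind it, and a median of 18.4 for those listed in a single library. For 71 of the 76 transcripts, the deposited 95% interval is narrower than the counting error of these fragments alone. For the transcripts of a single library, the median width was 2.02% of the FPKM, against 93.2% from counting. In 24 of the 76 transcripts the highest sample belonged to the layer with the highest calibrated probability, in 12 of the 20 listed in all libraries and in 4 of the 15 listed in a single one.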

At least 76 of these cortical lincRNAs, from 66 loci, exhibited differential expression across cortical layers. Importantly, patterned lincRNAs were 63% more likely to be adjacent to patterned protein-coding genes than expected by chance (p < 0.01) (Figure 5), supporting a role of patterned lincRNAs in the regulation of cortical genetic architecture. As illustrated in Figure 5 and Figure S7, patterned lincRNAs transcripts are bona fide layer specific markers. At least one lincRNA was more highly expressed outside of cortex (subventricular zone, dentate gyrus, and Purkinje cells of the cerebellum; Figure S7), suggesting that such lincRNAs will be of broader interest to neuroscientists.

## Discussion

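The highest gene FPKM was 11532, for mt-Cytb in A, and the lowest above 0 was 3.59e-15, which spans 18.5 orders of magnitude over the 7 libraries. Within a library the span ran from 12.1 to 18.2 orders. Values this low stand for far less than 1 fragment. Among genes with the lower bound of the interval above 0 the span was 16.8 orders. Among transcripts with at least 1 estimated fragment, a limit chosen after the data had been seen, the lowest FPKM was 0.000425 and the span 7.43 orders.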

We have demonstrated differential expression of protein coding or noncoding alternative transcripts and genes across expression levels spanning over six orders of magnitude for individual layers of the mouse neocortex with what is, to our knowledge, the first deep sequencing of transcriptomes from separate mammalian neocortical layers. An interactive interface to explore the data, and links to download them, are available from Belgard et al. (2011). This resource should assist future studies that seek a detailed molecular and functional taxonomy of cortical layers and neuronal cell types. Our results increase by 3 to 4-fold the number of known (Lein et al., 2007) layer-specific marker genes (Figure S3) and furthermore introduce 66 lincRNA loci as new markers. These markers can assist studies of cortical cell types, neurodevelopment, and comparative neuroanatomy. Our data even augment known marker genes by providing a more objective grounding for their laminar classifications on the basis of quantitative expression level. They also reveal novel observations on each layer's neurological functions that lead to new lines of enquiry, for example regarding the roles of Alzheimer's disease genes or MHC genes in layers 2/3 or of mitochondrial biology in layer 5. Our findings in mouse are expected to be highly relevant to human biology owing to these species' strong similarities in brain transcriptomes (Strand et al., 2007) and to the similarities of layer markers between mouse and ferret (Rowell et al., 2010), which is an evolutionary outgroup to rodents and primates. Even unexpected findings, such as the significant and replicated association between coronary artery disease and layer 5 expression, may reflect genetic underpinnings of previously described clinical associations between vascular and neurological disease (Beeri et al., 2006; Santos et al., 2009).

Our application of a machine learning classifier to carefully annotated high-throughput in situ hybridizations (Lein et al., 2007) yields expression levels and predictions of laminar patterning that are based on transcripts, as well as on genes, and on noncoding loci, as well as on known genes. The expression levels assessed by RNA-seq are more sensitive to smaller differences, and these can be explored on Belgard et al. (2011). Results reflect the genome as a whole (except for repetitive sequence within which mapping of reads is problematic), rather than for the limited sequence targeted by microarray probe sets. This revealed numerous lincRNA transcripts, mostly novel, which were evolutionarily constrained, sometimes imprinted (Gregg et al., 2010), and at least one that was most strongly expressed outside of cortex, opening new avenues for research into their extracortical functions. Additionally, we found transcripts from the same gene exhibiting expression divergence across neocortical layers, which should be investigated for potential physiological consequences. None of this would have been possible with currently available microarray-based methods.

Nevertheless, our approach will be limited by imperfections in dissection, and by contributions to one layer of transcripts emanating from radial processes of cells whose soma lie in another. These limitations will degrade the classifier's performance and hence will contribute to a large number of genes (56%) whose maximum predicted probabilities lie below 0.5. Nevertheless, the approach still provides at least a 10-fold difference in the relative probability of enrichment in different layers for over 10,857 (95%) classifiable genes and thus is effective at inferring transcriptional levels among mixed populations of cells in their *milieu*, rather than for cells that have been sorted, purified, or microdissected (Markram et al., 2004; Molyneaux et al., 2007; Nelson et al., 2006). Indeed, there is a recent demand for integration of neuronal, glial, and vascular interactions on a molecular and cellular level within the same neuronal structures (Neuwelt et al., 2011). Our findings make possible future comparisons of whole transcriptomes across both isolated cell-types and cell layers that should yield further insights into the molecular components of the neuronal circuitry underlying higher brain functions. Finally, the data set shall enable us to begin to compare various species (including sauropsids and primates) in which the dorsal cortex has a less or more complex layering pattern with different levels of cellular diversity and complexity.

## Experimental Procedures

### Dissections and Sequencing

Eight adult male mice (56 days old; C57BL/6J strain) were killed by cervical dislocation according to approved schedule one UK Home Office guidelines (Scientific Procedures Act, 1986). The eight comprised two groups of four littermates each. The mice were decapitated, the skull was opened down the midline, and the brain was removed. Newly dissected brains were rinsed in RNase-free PBS, submerged in ice-cold RNAlater (Ambion) for 24 hr, and stored at −20°C in RNAlater (Ambion). Whole brains were embedded in 5% agarose and sectioned with a vibrating microtome (Leica, VT1000S) into 200 μm coronal sections with a 1:1 mixture of RNAlater and PBS. Six sections corresponding approximately to cortical layers 1–3, 4, upper 5, lower 5, 6, and 6b (henceforth referred to as samples A–F, respectively) were dissected out under visual guidance, with transillumination on a dissecting microscope (MZFLIII, Leica) and stored separately in RNAlater at −80°C until all microdissection was complete. For RNA extraction, samples from individual zones from the eight mice were combined and all tissue samples were processed concurrently. For providing a biological replicate sample, the RNA for sample B was extracted and pooled by litter, providing two samples each representing four mice (heretofore known as samples B1 and B2). Total RNA >200 nt was extracted with the RNeasy Lipid Tissue Mini kit (QIAGEN), in accordance with the manufacturer's instructions and with the on-column DNase digest. RNA quantity was assessed using a NanoDrop 1000 spectrophotometer (ThermoScientific), and RNA quality and integrity assessed using a BioAnalyzer (Agilent Laboratories) (see also Extended Experimental Procedures). Both ends of cDNA fragments corresponding to poly(A) RNA were deep sequenced on Illumina's Genome Analyzer IIx (see Supplemental Experimental Procedures). Sequence reads were mapped to the mouse genome, including splice sites, with TopHat (Trapnell et al., 2009), and de novo transcript models were built and quantified, along with known genes, with cufflinks (Trapnell et al., 2010) as described in the Supplemental Experimental Procedures.

### Classifier Training and Validation

For removal of low-quality quantifications and improve predictions, the de novo transcript models, de novo gene models, Ensembl transcript models, and Ensembl gene models were only used in classification if the width of the largest 95% confidence interval of expression quantification among the samples was less than or equal to 50% the average FPKM across libraries. This retained 11,410 (34%) Ensembl genes (release 57) and 10,261 (45%) Ensembl protein-coding genes.

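Between 8 and 15 genes per library are listed at 2 places. Their FPKM were summed here, which gave the count of 11409. The last listed line in place of the sum gave 11410, a choice made after the tables had been seen. Without B1 the count was 11575, and without B2 it was 11492.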

Manually annotated layer enrichments for genes (matched for strain, sex, age, and cortical region: http://mouse.brain-map.org/pdf/SomatosensoryAnnotation.xls) were processed as described in the Supplemental Experimental Procedures. In total, 2,200 “classifiable” Ensembl genes were included in at least one of these sets. For each individual layer 2/3–6b and “no layer enrichment,” the interactive software package Orange (Demšar et al., 2004) was used for training a naive Bayes classifier to assign, for all genes, the probability that a gene was enriched in the layer of interest, which was subsequently calibrated (Supplemental Experimental Procedures). No “model selection” step was necessary for the naive Bayes classifiers, given that there were no user-adjustable parameters to optimize. Hence, classifier metrics based on 10-fold cross-validation are expected to generalize when applied more broadly to expression distributions across samples of genes and transcripts. Although this does not necessarily require that genes in the Allen Mouse Brain Atlas are representative of cortex-expressed genes on the whole, it does assume that the average correspondence between apparent layer distributions derived from in situ hybridizations and gene expression distributions across samples derived from RNA-seq is similar for Allen Mouse Brain Atlas-curated genes and our classifiable genes and transcripts. So long as this average is consistent, specific deviations (which may arise from complex patterns of expression across diverse cell types, in which quantitative expression measurement may not match qualitative distribution measures) are accounted in the classifier's measures of accuracy (see Belgard et al., 2011 for a notable exception).

### Classifier Predictions of Genes and Transcripts

Once trained and validated, classifiers were applied to the laminar expression distributions of known and de novo genes and transcripts that met the criteria for classification as described above. A single Ensembl gene was considered to have alternatively spliced variants that are differentially expressed across layers if all the following conditions were met:

1. In at least one pair of sequenced samples, the 95% confidence intervals of FPKM expression of a transcript of this gene (as calculated by cufflinks) must not overlap, indicating higher expression in one sample. Another transcript of this gene must additionally have nonoverlapping 95% confidence intervals for the same two samples that indicate higher expression in the opposite sample. Of the 2,003 classifiable genes (17 receptors or ion channels), this retained 1,646 (82%), of which 14 encoded receptors or ion channels.
2. The Euclidean distance in calibrated layer enrichment probability space (square root of the sum of the squares of the differences of layer enrichment probabilities) was greater than 0.5 for at least one pair of its isoforms. Of the 1,646 classifiable genes showing significant differences in expression across samples, this retained 719.

### Functional Differences

We looked for two types of functional difference in our data: (1) functions enriched or depleted in genes predicted to be patterned across layers as compared to genes predicted to be evenly expressed and (2) functions enriched in genes expressed in a specific layer as compared to the set of all classifiable genes. We addressed these two questions in different ways owing to the complicating nature of the classifiers.

The first type of functional difference was based on a two-sided Fisher's exact test comparing the predicted set of patterned genes (all genes predicted to be patterned by at least one classifier) and the predicted set of unpatterned genes. The null hypothesis of each term-wise test is that there is no difference in the proportion of genes with that term between the patterned and unpatterned sets of genes. A test was only made for a term if it was sufficiently powered to detect the maximal possible difference at a p value < 0.05, given the frequency of that term in the union of patterned and unpatterned sets. The R package fisher test was used. For “conditional” databases (mouse knockout phenotypes [Blake et al., 2011], GO [Ashburner et al., 2000]), the 2 × 2 contingency table was only constructed with genes having at least one annotation in that database. For nonconditional databases (KEGG [Kanehisa et al., 2004] molecular pathways, mouse orthologs of human genes nearby SNPs associated with phenotypes by the Ensembl Variation database [Chen et al., 2010], GO [Ashburner et al., 2000] biological process and molecular function), all genes were used for constructing the contingency table.

The second type of functional difference was based on a simulated null distribution. The null hypothesis of each term-wise test is that there is no difference in the proportion of genes with that term between the genes with enriched expression in the layer being considered and all cortex-expressed classifiable genes. Briefly, for each layer, genes were simulated with replacement from the set of all classifiable genes with a probability reflecting the precision of the classifier for that layer. Otherwise, genes were selected with replacement from one of the predicted sets with a likelihood that would best simulate the quantified sources of false positives for that classifier (see Supplemental Experimental Procedures). This continued until the number of simulated genes matched the number of genes in the predicted set (or the number of genes associated with a term in that functional database, for conditional databases). p values for the one-sided test were empirically determined from 200,000 such simulations for every term included in the background distribution, including those terms having no p value in the foreground. This was also done for genes predicted to have no layer enrichment.

To account for multiple testing, q values (which reflect the smallest false discovery rate at which a term would be significant) were calculated from empirical p values with QVALITY v1.11 (Käll et al., 2008) on a per-database basis for both types of functional comparisons. Enrichments not meeting a q value threshold of 0.05 were discarded, controlling false positives at or below 5%.

### Identification of Cortical LincRNAs

We identified in our cortical transcript set 4,587 multiexonic intergenic transcripts with no overlap with Ensembl protein-coding gene annotations (gene build 59). Cortical transcripts with one or more exonic base overlapping an Ensembl protein coding gene exon were used for expanding that gene for purposes of defining intergenic space (Ponting and Belgard, 2010). We calculated, in both orientations (forward and reverse), the coding potential of all intergenic transcripts using the coding potential calculator (Kong et al., 2007) and identified 1,879 intergenic noncoding transcripts longer than 200 bp (lincRNAs). These lincRNAs can be clustered into 1,055 lincRNA loci, defined as the set of transcripts that share at least one intronic or exonic base on either strand.

### In Situ Hybridization

A 982 bp region of *Anxa5* (ENSMUSG00000027712) matching probe RP_040324_01_D04 (Lein et al., 2007) and a 520 bp region of its associated lincRNA (*Gm11549*) matching probe RP_060220_05_F09 (Lein et al., 2007) were separately PCR amplified and cloned into the pCR4-TOPO vector (Invitrogen). P56 C57BL/6 male mouse brains were frozen in OCT (Merck, Darmstadt, Germany) on dry ice, and 14 μm coronal cryosections were cut and mounted on positively charged slides. Digoxigenin-labeled riboprobe synthesis and hybridization were performed as described previously (Isaacs et al., 2003). Sense strand riboprobe hybridization generated no detectable signal in all cases (data not shown). Slides were exposed for 16 hr.

## Figures and Tables

**Figure 1:**
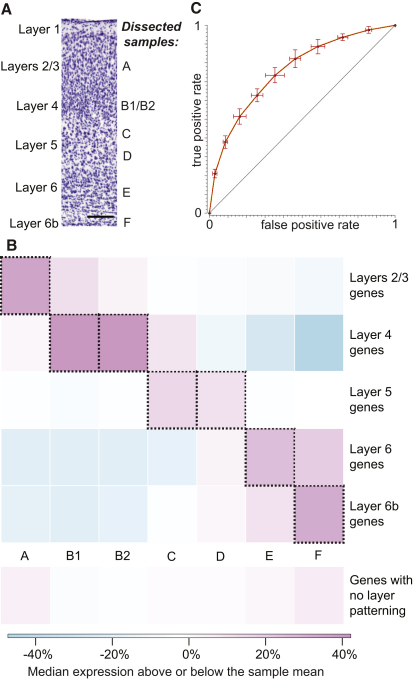
Laminar Dissections Correspond to Known Cytoarchitectural Layers (A) Samples were dissected manually using microsurgical scalpel under binocular microscope from coronal sections of primary somatosensory cortex. Nissl stain of RNA reveals layers with different cell densities across adjacent layers 1–6b and their correspondence to laminarly dissected samples (scale bar represents 200 μm). (B) Genome-wide RNA-Seq gene expression patterns (see also Table S1) across samples A–F recapitulate gene expression preferences in layers 2–6b known from manual curation (Lein et al., 2007). The heatmap reflects the relative RNA-Seq expression across samples of “patterned” genes known to be expressed in one (or more) neocortical layer. Demonstrated correspondences between dissected layers and samples are highlighted with outlined red panels on the descending diagonal. The lowest set of panels indicates genes that show no layer patterning. If genes *g_l_* are annotated (Lein et al., 2007) as being preferentially expressed in layer *l* and *f_sgl_* is the fractional expression of gene *g_l_* in sample *s* relative to expression in all samples, then *t_sl_* is the median of (*f_sgl_*) over genes *g_l_*. The heat map represents [*t_sl_* – mean_all layers_*_l_* (*t_sl_*)]/[mean_all layers_*_l_* (*t_sl_*)]. (C) This correspondence allowed apparent layer enrichment to be predicted from expression across dissected samples with naive Bayes classifiers. The receiver operating characteristic (ROC) curve for the layer 5 classifier is shown, as it yields a middling *a*rea *u*nder the ROC *c*urve (AUC) (Table 1; Figure S1). Error bars indicate sample standard deviations based on 10-fold cross validation.

**Figure 2:**
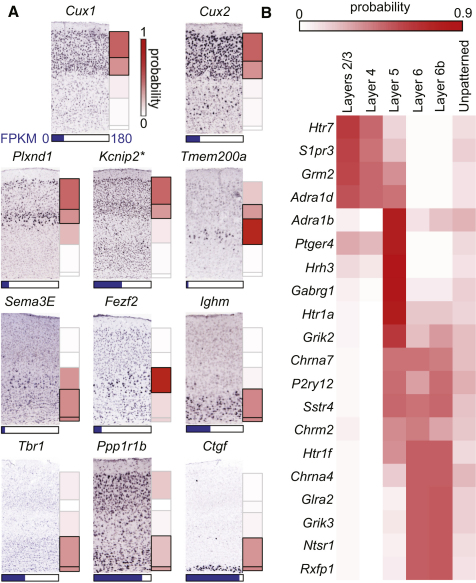
Classifiers Recapitulate Classical Layer Markers, Enrich Existing In Situ Hybridizations with Quantitative Data, and Greatly Expand the Number of Known Genic Layer Markers (A) Classifier predictions typically recapitulated known layer markers. Calibrated layer enrichment probabilities for eleven classical layer markers (Molyneaux et al., 2007) are represented to the right of the corresponding in situ hybridization image reproduced with permission from the Allen Mouse Brain Atlas (Lein et al., 2007) (Supplemental Experimental Procedures). Boxes outlined in black indicate that the classifier predicted the gene to be “enriched” in that layer. Blue bars beneath each image represent the highest expression level of that gene in any sample, highlighting an additional dimension of information. Common synonyms for these genes include *Darpp32* (*Ppp1r1b*), *Igh6 (Ighm*), and *C030003D03Rik* (*Tmem200a*). ^∗^*Kcnip2* was the only image from a sagittal, as opposed to a coronal, section. (B) In addition to increasing the number of known (Lein et al., 2007) layer-patterned genes by 3- to 4-fold (Figure S3), these classifiers are also informative for genes that already have high-throughput in situ hybridization images. This is illustrated by calibrated layer enrichment probabilities of 20 of the most highly patterned genes encoding receptors, selected blindly to status in the Allen Mouse Brain Atlas, in which 9 were qualitatively consistent, 4 had a faint signal, 3 had a ubiquitous signal, 3 were qualitatively inconsistent, and 1 had a failed probe (Table S3). Our classifiers provide an objective evaluation of cortical patterning for these genes with ambiguous images.

**Figure 3:**
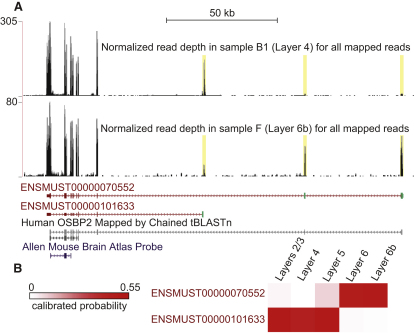
*Osbp2* Shows Signs of Differential Expression of its Isoforms across Layers (A) Normalized read depth across samples A–F in the mouse chr11:3,593,238-3,771,939 region. Two isoforms account for most expression from this locus: ENSMUST00000070552 and ENSMUST00000101633. Yellow boxes highlight read coverage in mutually exclusive exons outlined in green. The FPKM of ENSMUST00000070552 was significantly higher in sample F than in sample B1, whereas the FPKM of ENSMUST00000101633 was significantly higher in sample B1 than in sample F, indicating that both transcripts are differential expressed across samples. The probe used for in situ hybridization in the Allen Mouse Brain Atlas (RP_050125_02_B09) does not discriminate between these isoforms. (B) Classifiers predict that ENSMUST00000070552 is enriched in deeper layers whereas ENSMUST00000101633 is enriched in upper layers. See Figure S4 for a complex neurologically relevant example and Table S4 for the layer enrichment probabilities of additional candidate alternatively spliced genes.

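Between B1 and F, the FPKM of ENSMUST00000070552 rose from 2.55 (95% interval 2.04 to 3.06) to 9.16 (8.23 to 10.1), a log2 ratio of 1.84. That of ENSMUST00000101633 fell from 38.5 (36.0 to 41.0) to 4.70 (3.14 to 6.27), a log2 ratio of -3.03. In the replicate B2, ENSMUST00000101633 had 24.5 FPKM (21.5 to 27.6), outside the interval of B1, and a log2 ratio of F to B2 of -2.38. ENSMUST00000070552 is not listed in B2 or in A, where transcripts below 5% of the main isoform are left out, so its ratio to B2 cannot be given. From C through D and E to F it rose from 3.48 to 4.47, 6.61 and 9.16 FPKM. The gene as a whole had 83.1 FPKM in B1, 48.8 in B2 and 16.9 in F.

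**Figure D6:**
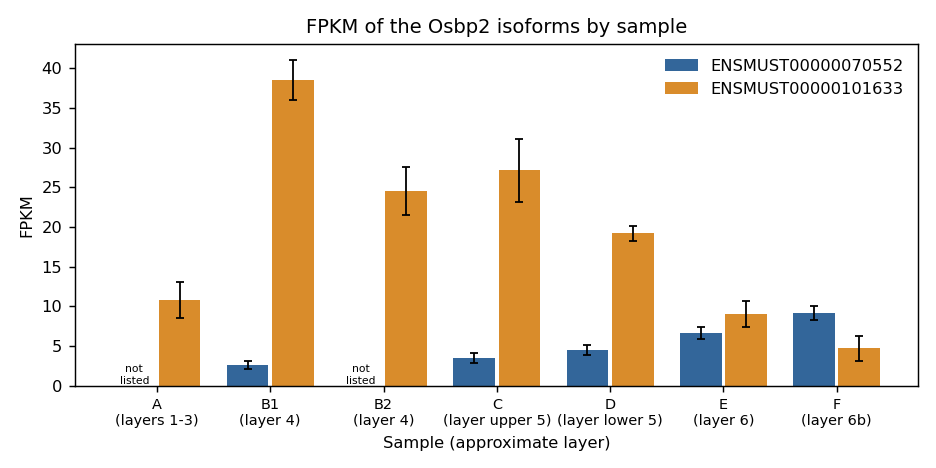
FPKM of 2 Osbp2 isoforms in the 7 S1 samples, with error bars for the deposited 95% interval of each estimate. ENSMUST00000070552 rises to 9.16 FPKM in F while ENSMUST00000101633 falls to 4.70 FPKM there from 38.5 in B1.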

**Figure 4:**
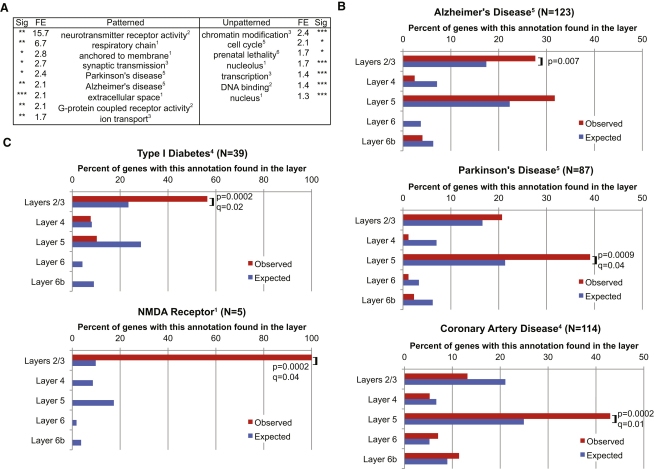
Genes Enriched in Expression for Specific Layers Are Significantly Associated with Specific Diseases and Functions (A) Selected functional classes of genes whose expression across neocortical layers is significantly patterned (all genes predicted to be preferentially expressed in one or more layers) or unpatterned (predicted to have no layer enrichment). Significance was assessed with a two-tailed Fisher's exact test, followed by a q value multiple testing correction. All of these terms were replicated with a p value of lower than 0.05 in either dorsal or lateral cortex (Table S6). The full list of significant terms is provided in Belgard et al. (2011). Sig, significance (^∗^q < 0.05; ^∗∗^q < 0.01, ^∗∗∗^q < 0.001); FE, fold enrichment over expected. (B) Distributions of genes across layers of selected functions that were significantly patterned in either the original set or one of the replication sets with a Bonferroni-corrected p < 0.05. See Table S6 for a complete nonredundant list of enriched terms and also for both replications. Where the observed percentage of genes in a layer differs significantly from the expected percentage of genes in a layer, we list the appropriate p or q values smaller than 0.05, as assessed by a bias-corrected simulation method (Supplemental Experimental Procedures). (C) Distributions of genes across layers of selected functions that were significantly enriched in one layer (q < 0.05), as assessed by a bias-corrected simulation method (Supplemental Experimental Procedures). Terms were drawn from the following databases, as cited: ^1^Gene Ontology (Ashburner et al., 2000) Cellular Component, ^2^Molecular Function, and ^3^Biological Process; ^4^1:1 mouse orthologs of human genes previously associated with human traits and diseases (Chen et al., 2010); ^5^Kyoto Encyclopedia of Genes and Genomes (Kanehisa et al., 2004); and ^6^mouse knockout phenotypes (Blake et al., 2011). See also Figure S5 and Table S5.

**Figure 5:**
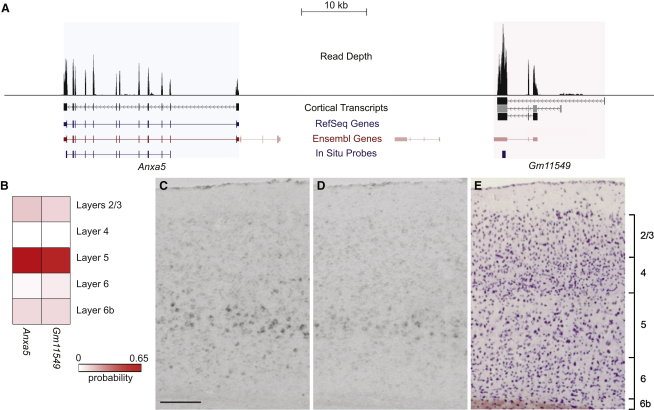
*Anxa5* Cortical Expression Overlaps with that of its Neighboring Cortical lincRNA (*Gm11549*) (A) Read depth from all cortical RNA-seq data, and multiexonic de novo transcripts, in the mouse chr3:36,347,839-36,431,074 region. Of all predicted Ensembl [coding (red) and noncoding (pink)] and RefSeq gene annotations in this region, only *Anxa5* and *Gm11549* were expressed. All transcripts overlapping *Gm11549* were predicted with high confidence to be noncoding except for the one marked in gray, which had a short open reading frame covering less than 8% of the mostly repeat-derived transcript. Locations of the in situ probes are indicated in purple. (B) Calibrated cortical layer enrichment probabilities for *Anxa5* (ENSMUSG00000027712) and *Gm11549* (de novo model XLOC_901616). Both genes were predicted to be enriched in layer 5 (uncalibrated probability > 0.5). (C and D) In situ hybridizations for (C) *Anxa5* and (D) *Gm11549* confirmed that their expression in the mouse cortex was as predicted. (E) Cortex stained for Nissl. The maximum read depth at any position in this region, combining all samples, was 2,451. The scale bar represents 200 μm. See Figure S7 for further lincRNA properties and Table S7 for layer enrichments of patterned lincRNA transcripts.

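Anxa5 had an FPKM of 13.4 in A, 11.4 in B1, 14.4 in B2, 20.0 in C, 20.0 in D, 14.8 in E and 19.2 in F. The de novo locus XLOC_901616 of Gm11549, on chromosome 3, had 14.5, 20.8, 24.0, 29.5, 34.2, 34.2 and 28.1 FPKM in the same order. C and D took 39.9% of the expression of Anxa5 over the 6 segments. Across the 7 libraries the genes had a Pearson r of 0.656 (2-sided exact permutation test, p = 0.112) and a Spearman rho of 0.857 (p = 0.0238). This was the only relation tested for the pair. Without C and D, the samples farthest from the median of Anxa5, r was 0.492 (2-sided exact permutation p = 0.383, n = 5). After rescaling by the median of ratios, r was 0.150 and rho 0.286 (2-sided exact permutation p of rho = 0.556). With B1 and B2 averaged to 1 segment, rho was 0.771 (2-sided exact permutation p = 0.103, n = 6). The p of rho below 0.05 thus rests on counting the replicates as 2 points and on the deposited scale.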

**Table 1:** Known Genes Classified as Being Patterned across Neocortical Cell Layers

	AUC	Precision	Recall	Genes Predicted	Genes Expected
Layers 2/3	0.72	44%	42%	2598	2722
Layer 4	0.88	35%	53%	729	481
Layer 5	0.76	61%	61%	3120	3120
Layer 6	0.77	38%	41%	618	573
Layer 6b	0.75	39%	40%	1104	1076
Unpatterned	0.66	49%	50%	5689	5575

Three statistics from each classifier are presented: *a*rea *u*nder the receiver operating characteristic *c*urve (AUC), the proportion of genes with known expression patterns classified as highly expressed that were previously documented to have elevated expression in the layer (“precision”), and the proportion of the total genes documented to have elevated expression in the layer that are correctly identified by the classifier as highly expressed in that layer (“recall”). The next column contains the number of genes predicted by each classifier out of 11,410 classifiable genes. The last column represents the number of genes expected to be preferentially expressed in this layer, and is calculated as [(number of genes predicted) ^∗^ precision/recall]. The AUC represents the probability that the classifier will rank a randomly chosen gene that is preferentially expressed in that layer above a randomly chosen gene that is not preferentially expressed in that layer: a random classifier has an expected AUC of 0.5. Layer enrichment probabilities of these genes, calibrated as shown in Figure S2, are provided in Table S2.

**Table 2:** Predicted Gene Sets for Various Layers Are Similar in a Replication from an Overlapping Cortical Area and Also from a Nonoverlapping Cortical Area

Classifier	Overall Concordance	Enriched Concordance	AUC	Precision	Recall	Genes Predicted	Genes Expected
**Dorsal Cortex Replication**							

Layers 2/3	79%	57%	0.73	42%	52%	3290	2657
Layer 4	96%	50%	0.83	44%	27%	274	447
Layer 5	74%	62%	0.76	59%	67%	4258	3750
Layer 6	96%	61%	0.78	37%	37%	884	884
Layer 6b	93%	58%	0.74	40%	39%	1200	1231
Unpatterned	67%	68%	0.68	52%	51%	6434	6560

**Lateral Cortex Replication**							

Layers 2/3	78%	55%	0.68	38%	44%	3279	2832
Layer 4	96%	51%	0.85	42%	30%	405	567
Layer 5	71%	55%	0.70	56%	60%	4178	3899
Layer 6	94%	48%	0.83	42%	52%	1001	809
Layer 6b	91%	52%	0.77	41%	46%	1375	1226
Unpatterned	64%	65%	0.63	46%	43%	6144	6573

*Overall concordance* is calculated as (# genes predicted enriched in both + # genes predicted not enriched in both) / (total # genes with a prediction in both). Much of the variability in the overall concordance is due to class imbalance (that is, fewer genes are predicted to be enriched in both original and replication data sets in layer 4 than in layer 5). *Enriched concordance* is calculated as [# genes predicted enriched in both/(# genes predicted enriched in both + # genes predicted enriched in original set only) + # genes predicted enriched in both/(# genes predicted enriched in both + # genes predicted enriched in replication set only)]/2. This average is reported to account for unequal precision and recall between original and replication classifiers. *AUC*, *precision*, *recall*, *genes predicted* and *genes expected* are defined in the Table 1 legend. A total of 12,880 genes were predicted in the dorsal cortex replication, overlapping 9,690 genes classified in the original data set. Similarly, 12,889 genes were predicted in the lateral cortex set, overlapping 9,700 genes classified in the original data set. We estimated 49% of genes were patterned in both the dorsal and lateral replications, similar to the 51% in the original data set. Functional enrichments were generally replicated in both cortical areas with these gene sets (Table S6). Finally, although the lateral cortex was generally concordant with the dorsal cortex, we also identified numerous genes that differed in laminar patterning across areas (Figure S6).

How the deposited data were processed for this re-analysis (not part of the article)

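Layers of the primary somatosensory cortex (S1) of mice aged 56 days were dissected into 6 segments, A (layers 1 to 3), B (layer 4), C (upper layer 5), D (lower layer 5), E (layer 6) and F (layer 6b), and RNA was sequenced in 7 libraries. Segment B had 2 libraries, B1 and B2, each from the 4 mice of a litter, and the other segments had 1 library each, from 8 mice. The 12 samples of dorsal and lateral cortex are not analysed here.

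As the authors describe, reads were mapped to the mouse genome with TopHat, and cufflinks estimated the FPKM of Ensembl release 57 genes and transcripts and of de novo loci and transcripts, with the lower and upper bound of a 95% interval. The FPKM values, as deposited, are fragments per kilobase of model per number of mapped fragments, on a linear scale. The fraction values that the authors deposited for transcripts are the share of a transcript within its locus as given by cufflinks, and its abundance relative to the main transcript of the locus, which is never below 5%. The coverage that the authors deposited is the estimated fold read coverage of a transcript, not normalized for depth. The score that the authors deposited with the de novo models is that relative abundance multiplied by a constant, as checked on 140000 transcripts. Features without an entry in a library were set to 0. The positions were compared with the reference annotation and are those of mm9, so GENCODE M21 was used only by identifier, for symbols, biotypes and the GC content and length of transcripts.

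FPKM of genes listed at 2 places in a library (8 to 15 genes per library) were summed. Transcripts were assigned to genes by position (44084 transcripts), by identifier (2220) or by FPKM (627), and 1447 of 1448 pairs in Table S4 had the same assignment. A gene or transcript was called classifiable if its widest 95% interval was at most 50% of its mean FPKM over the 7 libraries. The share of expression of a gene in a segment is its FPKM there over the sum of the 6 segments, with B the mean of B1 and B2.

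Depth was estimated from coverage over FPKM, with 2 ends of 50 nt per fragment, at 31.3 M fragments in A to 74.9 M in B2. The median 95% interval of classifiable genes spans 16.8% of the FPKM in A and 10.8% in B2. These intervals hold no variation between mice, which only B1 and B2 can show, with n = 2.

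Pairs of libraries were compared by Spearman correlation and by nonoverlap of the deposited intervals. Isoforms of a gene were counted as changing in opposite directions when 1 was higher in the first library and another in the second, each by nonoverlapping intervals. Relations across the 7 libraries were tested by exact permutation of the libraries, 1-sided where the paper states a direction and 2-sided otherwise, with Benjamini-Hochberg adjustment over the 4 relations of Rbfox2 and Ewsr1. Patterning was tested with the limma moderated F-test on log2(FPKM + 0.1), across the 6 segments and as a linear and quadratic trend with segment position, at an adjusted p of 0.05. The limma design was tested on simulated data made with the spread of B1 and B2. The trend design recovered 50%, 78%, 100% and 100% of genes changed 4-fold, 16-fold, 64-fold and 256-fold and called 10 of the unchanged genes. The simulated libraries did not differ in scale, so they cannot show how the scale of the real libraries affects the trend. The design with 6 segments recovered 0% at each of these sizes.

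Gene lists were summarised by the median share of their classifiable genes, or, where fewer than 4 were classifiable, of their genes with a mean of at least 0.1 FPKM. Each median was placed among 10000 random lists drawn from 20 bins of mean FPKM. The lists are oligodendrocyte, microglia, astrocyte, meninges, endothelium, blood, striatum, interneuron, pan-neuron and immediate-early genes, citrate cycle genes, nuclear genes of oxidative phosphorylation, genes of the MHC region and NMDA receptor subunits. Except for the last 2, which follow from positions and from Table S3, they were written by hand from general knowledge of marker genes and pathways.

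Genes were named by a rule. It takes every gene the paper names, the 5 with the highest mean FPKM, and for each segment the 2 classifiable genes with the largest share there among those with a mean of at least 1 FPKM. Lists are given with the genes of their lowest and highest share. Values of the paper's tables had been seen when the rule was written. Other genes named in the closing section were chosen after their values were seen.

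The gene lists, the limits and 118 alternative settings were set before the data were examined, and 22 alternatives were added afterwards. They varied the limits on FPKM and interval width, the pseudocount (0.01 and 1), the scale of the libraries (median of ratios), the widths of the intervals, the limits of the MHC region, the treatment of B1 and B2 and the GC content. The added ones cover GC content, protein-coding genes, genes listed at 2 places, the isoform fraction of Ewsr1, the uncalibrated lincRNA probabilities and a minimum of 1 estimated fragment. The classifiers, the enrichment of annotations, the proximity of lincRNAs to genes and the in situ images were not recomputed, since they rest on in situ annotations and annotation sets outside the expression tables analysed here. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1.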

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

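The lists in this part were written before the data were examined, and the rescaling test of the interneuron list was chosen after the result was seen. Genes other than those with the lowest and highest share were chosen after their values were seen. The paper does not analyse these lists, and each stands out because its median share in a segment exceeded that of all 10000 random lists matched on mean FPKM.

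Genes of the leptomeninges had a median share of 56.1% in A (12 genes, 3 of them classifiable), and 10 of the 12 were highest there. The shares in A ran from 12.2% for Lum to 76.1% for Slc22a6. The most abundant gene, Ptgds, had 1733 FPKM in A against 74.6 in B1 to 270 in F, and the collagen gene Col1a2 had 4.67 FPKM in A against 0.422 to 0.783 elsewhere. Ptgds is also made by oligodendrocytes. Genes of blood had a median share of 60.9% in A (3 genes), with 462 FPKM for Hba-a2 in A against 48.2 to 73.7 elsewhere and 272 FPKM for Hba-a1 against at most 24.6. The shares ran from 50.4% for Alas2 to 73.7% for Hba-a1. Meningeal tissue dissected with segment A, which holds layer 1, and expression of these genes by cells of layers 1 to 3 cannot be told apart, since the share of 56.1% (random median 15.5%) is the value that drew attention to the list and no other value here separates them. The source of the blood genes was not tested.

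Striatal genes had a median share of 42.05% in F (6 genes, 2 of them classifiable), against a random median of 18.1%. Of these, 4 were highest in F, and all 6 were higher in F than in E. The highest share in F was 63.4%, for Drd2. Penk, which the cortex also expresses, had 35.6 FPKM in F and 36.2 in A. Striatal tissue dissected with segment F and expression of these genes by cells of layer 6b cannot be told apart, since the share of 42.05% is the value that drew attention to the list.

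Interneuron genes had a median share of 23.2% in D (6 classifiable genes), and 3 of these, Sst, Gad2 and Slc32a1, were highest there. The shares ran from 13.8% for Vip to 25.0% for Slc32a1. Sst had 299.6 FPKM in D, 269.9 in E and 176.7 in A. The list was still highest in D after rescaling, with a share of 22.0%, which argues against the scale of the libraries as the whole cause of that peak. A factor per library acts on the random lists too, so rescaling cannot test the excess over them. GC content is argued against by percentile 100 among lists matched on it, and lists matched on transcript length gave percentile 100 too. The pan-neuron list was high in both C (20.8%, percentile 99.8) and D (20.7%, percentile 99.6), so a larger part of RNA from neurons in layer 5 may add to the pattern. A difference between layers in the number of interneurons stays open, as a hypothesis found and tested on the same data.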

How the results depend on the processing

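Of 118 alternatives set before the data were examined, over 27 results, 84 left the result the same, 29 moved it, 4 made it weaker and 1 reversed it. Of 22 alternatives chosen after the data had been seen (GC content, protein-coding genes, genes at 2 places, the Ewsr1 isoform fraction, uncalibrated lincRNA probabilities, 1 estimated fragment), 16 left it the same and 6 moved it. A count is called the same within a factor of 1.5. The 84 include large shifts. Rescaling took r of Anxa5 with Gm11549 from 0.656 to 0.150, and that of Ewsr1 total FPKM with the fraction from -0.242 to -0.600. The oxidative phosphorylation genes in C and D fell from percentile 92.1 to 41.2 without B1. Among the 16, the MHC genes in A fell from percentile 100 to 91.7 when matched on GC content. These numbers of alternatives thus do not show how far a value or percentile shifted. The cause was not tested except where the setting itself gives it.

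The count of genes above 0.1 FPKM ran from 15589 to 19898 over the alternatives that count all Ensembl genes. For protein-coding genes alone it was 14998, or 14138 by the mean over the libraries. The count of genes with isoforms changing in opposite directions ran from 1224 to 1837, that of markers from 10 to 11, of receptors from 11 to 12 and of lincRNA transcripts from 22 to 27. F4/80 rose in 4 steps in each setting. Over these alternatives the correlation of Ewsr1 total FPKM with the isoform fraction was -0.600 to -0.133, although it was 0.363 without both A and B1, and that of Anxa5 with Gm11549 was 0.150 to 0.652, all with an exact p of r above 0.05.

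Rescaling by the median of ratios moved the shares of oligodendrocyte genes in E and F to 72.9%, oxidative phosphorylation genes in C and D to 32.3%, citrate cycle genes to 36.7% and MHC genes in A to 22.1%, and NMDA subunits highest in A to 4. It made the correlation of Rbfox2 with the Ewsr1 isoform FPKM weaker (0.736, adjusted exact p = 0.0996, over alternatives 0.0115 to 0.0996) and reversed that of Ewsr1 total FPKM to -0.305. Removing the GC trend gave 73.1%, 33.3%, 37.0% and 17.6% for the 4 lists in the same order, and 58.2% for nonoverlapping intervals of B1 and B2.

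The percent of expressed genes giving 50% of FPKM was 4.78 both without mitochondrial genes and for genes above 1 FPKM, 3.13 with FPKM scaled to the same sum, and 3.41 to 3.61 without B1 or B2. The correlation of B1 and B2 was 0.969 for genes above 0.1 FPKM, 0.964 for classifiable genes and 0.771 for transcripts. An interval limit of 25% left 7452 genes, 9536 transcripts and 802 genes with 2 isoforms, and a limit of 100% gave 3815 of the latter, since the limit sets how many are kept. Nonoverlap of B1 and B2 was 44.4% with widened intervals and 57.0% for genes with a mean above 1 FPKM, classifiable or not. The latter set holds genes with wider intervals, so its lower share cannot be put down to expression level. The MHC share was 18.7% for all its genes with a mean of at least 0.1 FPKM and 16.2% for the wider region.

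Without B1 or B2 the citrate cycle share was 38.5% to 39.3%, the MHC share 17.0% to 17.7%, the Rbfox2 correlation with the fraction 0.937 to 0.954 and with the isoform FPKM 0.879 to 0.897. The last was at an adjusted exact p of 0.05 without B1, and both were at 0.0806 without B2, with 1 library fewer. With B2 in place of B1 the log2 ratio of ENSMUST00000101633 was -2.38. With classifiable isoforms alone, the Mtap4 share was 67.4%. The dynamic range was 16.8 orders with a lower bound above 0 and 7.43 with at least 1 estimated fragment.

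The limma test found 52 genes among those with a mean of at least 1 FPKM. The trend, fitted to FPKM that were not rescaled, found 4968, 6611 without B1 and 4213 without B2. The 6-segment test has no residual degrees of freedom without B1 or B2 and so was not run there. For ENSMUST00000070552, B2 in place of B1 gives no value, since it is not listed in B2.

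No paired analysis was possible because each library pools RNA from several mice, so no value of a single mouse can be matched between segments. Depth limits the 15 lincRNA transcripts listed in a single library, which rest on a median of 18.4 fragments, with a median counting error of 93.2% of the FPKM.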

Differences from the paper's values

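The paper gives 2% as the share of expressed genes that yields 50% of transcripts, and the FPKM analysed here give 3.46%. All alternatives set before the data were examined also differ, at 3.13% to 4.78%.

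For Rbfox2 and the fraction of the Ewsr1 isoform, the paper gives a correlation of 0.85, and the deposited fraction gives 0.923. The alternatives set before the data were examined, at 0.897 to 0.964, all differ. For the total FPKM of Ewsr1 and the fraction the paper gives -0.47, and the value here is -0.242. Of the alternatives set before the data were examined, the correlation without B2 (-0.469) does not differ and the others do. With the isoform FPKM over the gene FPKM as the fraction, which was chosen after seeing the values, both correlations are within 0.01 of the paper's, at 0.847 and -0.467, and the first has a 1-sided exact p of 0.0194 (adjusted p = 0.0389), below 0.05 but above the bound that the paper states for it.

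The paper gives over 6 orders of magnitude for the expression levels, a lower bound. The 18.5 orders of the genes listed here meet it, but exceed 6 by a factor above 1.5, as do the alternatives set before the data were examined, at 16.8 to 18.5. A minimum of 1 estimated fragment, chosen after seeing the values, gives 7.43, within that factor.

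The paper finds mitochondrial genes enriched in layer 5. The citrate cycle genes had 38.7% of their expression in C and D, above all random lists, and 17 of the 26 were highest there. The nuclear oxidative phosphorylation genes had 35.1% there, at percentile 92.1, with 28 of 75 highest there, and their largest share was 21.7% in A. Their shares in C (17.4%) and D (17.5%) exceeded those in B (13.4%), E (15.1%) and F (14.2%). The high share in A, which short transcripts may explain, lowers those of C and D. Lists matched on length were not drawn for C and D. The percentile in C and D was 98.9 without B2, 41.2 without B1, 57.7 after rescaling, 50.5 for all genes of the list with a mean of at least 0.1 FPKM and 63.9 with the GC trend removed. The genes of the mitochondrial genome took 21.8% of FPKM in A and 18.2% in B2, 9.79% in C and 9.58% in D, and 7.76% in B1, 7.68% in E and 5.03% in F. C and D thus lie above B1, E and F and below A and B2.

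The paper places NMDA receptor subunits in layers 2/3 by its classifiers. It reports a majority of the layer-enriched subunits there again in its replications in dorsal and lateral cortex. The sample with the highest FPKM is another measure than these predictions. Adra1d, Grm2, Htr7 and S1pr3, with their highest probability in layers 2/3, were also highest in B1, so a peak in B1 does not contradict such a prediction. Of the 5 classifiable genes, 2 were highest in A and 3 in B1, with the weakly expressed Grin3b (mean 0.179 FPKM) among the latter. Rescaling by the median of ratios put 4 in A. The median share was largest in A (21.9%).

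The paper describes F4/80 as rising with depth throughout. It rose in 4 of 5 steps in every setting and fell from 1.18 FPKM in D to 1.10 in E, with overlapping intervals.

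The paper names layers 2/3 and 5 for Lrrk2. Its FPKM was highest in B2 at 8.93, with 8.08 in C, 7.12 in D and 4.64 in A.

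The layer of the highest lincRNA probability held the highest sample in 24 of 76 transcripts, and in 22 to 27 under the alternatives. The probability is a prediction of the paper's classifiers, and the sample with the highest FPKM is another measure, so a mismatch does not contradict the paper.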

Other observations

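In this part, the tests of the deposited intervals, of GC content between B1 and B2, of a property that A and B2 share, of the interval limit for lincRNAs and of rescaling for oxidative phosphorylation genes in A were chosen after the result was seen.

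Intervals of B1 and B2 did not overlap at 66.4% of classifiable genes. A difference in scale is argued against as the whole cause by 66.3% after rescaling, and GC content by 58.2% once each library's trend was removed, although the ratio of B2 to B1 followed GC content (-0.556). A candidate explanation is that the intervals hold the error within a library alone. The share was 64.3%, 55.5%, 62.8%, 70.2% and 79.2% in 5 groups of equal size from low to high mean FPKM. It was highest in the last group, but did not rise from the first to the next. Between B1 and B2, 780 genes had isoforms changing in opposite directions, against 391 to 716 in the other pairs. The pair A and B1 was above it after rescaling (788 against 784 genes) and with all transcripts (1084 against 1082). Whether the same explanation applies there cannot be told apart from a difference between the litters, since this count is the pattern itself. A difference between the litters stays open and was not tested.

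Sample B2 lay closer to A (Spearman 0.942) than B1 did (0.921). More tissue of layers 2/3 in B2 would make the ratio of B2 to B1 follow that of A to C. The correlation was 0.0928 across 10595 genes and depends on whether length and GC content are fitted, so it cannot decide. GC content goes opposite ways in these ratios (-0.556 and 0.432), so the rise to 0.403 once both were fitted decides nothing about a bias that A and B2 share. Transcript length goes the same way in both (-0.232 and -0.353). With GC content fitted the correlation was 0.481, and 83.8% of it was left once length was fitted too, which argues against length as the whole cause. Other properties that A and B2 share may explain it, as B2 lists 177155 de novo loci and A 257707, against 93682 to 117022 in the other libraries. The cause of this property was not tested.

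Mitochondrial genes took a share of FPKM in B2 that was 2.35 times that in B1. Nuclear oxidative phosphorylation genes were higher in B2 by a median factor of 1.41 and citrate cycle genes by 1.14, against 3.00 for mitochondrial genes. The oxidative phosphorylation transcripts are short (median 636 nt), and the ratio of B2 to B1 fell with length (-0.232), which may add to their factor. More mitochondria in the tissue and a difference in how the libraries were made cannot be told apart, since both smaller factors go in the same direction.

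Of the 76 patterned lincRNA transcripts, 15 are listed in a single library. Omission of transcripts below 5% of the main isoform may explain part, since the locus is listed in 75.6% of the entries where the transcript is not. The interval limit may admit transcripts seen in few fragments, since all 15 have an interval narrower than counting error. No biological explanation was tested.

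Against random lists matched on GC content as well as mean FPKM, GC content is argued against as the whole cause for oligodendrocyte genes in E and F (percentile 100) and citrate cycle genes in C and D (percentile 99.9). It may account for the excess of MHC genes in A (91.7) and NMDA subunits in A (86.3), which fell below percentile 95. For oxidative phosphorylation genes in C and D (78.5) the test cannot decide, since the list was already at 92.1 without it. The high share of the same genes in A is not explained by scale (28.0% after rescaling) or GC content (percentile 100). Their short transcripts may explain it, since against lists matched on length it was at percentile 79.5.

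Other lists had these median shares. Microglia genes had 21.4% in F (percentile 96.5) and 18.2% in A (97.3), with 4 of 8 highest in A and 3 in F. After rescaling or removal of the GC trend their largest median share was in A. Astrocyte genes had 18.9% in F (80.9), with Gfap at 63.6%, and 18.0% in B (98.7), and their largest median share was in B after rescaling or removal of the GC trend. Endothelium genes had 19.6% in A (93.5) and 18.3% in B (97.7). Immediate-early genes had 19.1% in E (77.8) and 18.3% in B (98.8), with a median ratio of B2 to B1 of 0.565, and after rescaling their largest median share was in B.

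By the naming rule, the genes whose share in a segment was the largest among genes were Mrpl27 (11.4 FPKM) and ENSMUSG00000053906 in A, ENSMUSG00000049266 and Snord96a in B, Snord32a and Snord33 in C, Prkag1 and Chn1os1 in D, Snord99 and Mir1896 in E, and Mif4gd and Thbs4 in F. Most are unlisted in several libraries and set to 0 there, so these shares do not show a lack of expression elsewhere. Both genes of B are listed in B2 alone. Among classifiable genes with a mean of at least 1 FPKM, 14 are listed in a single library, with a share of 100% in its segment. Not all of these are named, so some of the named genes tie with others. Snord99 was higher in C (4.18 FPKM) than in E (3.65 FPKM). Thbs4 is listed in all 7, with 22.5 FPKM in F (92.6%).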
